A study of Mus musculus with 9 samples. Its data were reported in "Adipose tissue retains an epigenetic memory of obesity after weight loss" (2024).

How the data were processed

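Gene expression was measured by droplet single-nucleus RNA sequencing (10x Genomics 3′ chemistry, version 3.1) in epididymal adipose tissue of male C57BL/6J mice. Each of the 9 libraries held nuclei pooled from 5 mice, and each diet group had 1 library. The deposited matrices hold counts: raw UMI counts (unique molecular identifiers, which count captured RNA molecules) per gene and barcode. The authors made them with Cell Ranger 6.1.2 against the 10x mouse reference built on GRCm38, with intronic reads included, and the matrices list barcodes that Cell Ranger called as cells. The filters, doublet removal and integration that the authors applied afterwards were not in the matrices and were done again here in a different way. By its methods, the study also estimated free RNA with SoupX and found that none of its mouse samples needed correction. That estimate was not repeated here. Each matrix covered 32285 genes, of which 32158 matched a gene identifier in the GENCODE vM21 annotation that gave coordinates and gene types. The groups were taken from the sample labels, and the control diet is called chow as there, although the series description calls it a low fat diet. The label of each library also names a sequencing set: C, H, HH, CCH and HCH carry S075, and CC, CCC, HC and HHC carry S019.

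Nuclei with 500 to 3000 detected genes and at most 40000 UMIs were kept, the limits given in the methods of the study. Doublets were called per library with Scrublet (scanpy 1.11.5, Python 3.11.15) at an expected rate of 0.8% per 1000 nuclei. Where the automatic threshold of the tool marked under 0.5% of more than 5000 nuclei, the nuclei with the highest scores were removed at the expected rate instead. Mitochondrial genes and Malat1 were left out of clustering and of all totals. Counts were scaled to a common total per nucleus and log-transformed, 2000 variable genes and 30 principal components were computed, and nuclei were grouped by Leiden clustering (leidenalg 0.10.2, igraph 0.11.9, 4 iterations) of a graph of 20 shared nearest neighbours.

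Clusters were named from marker lists for 13 cell classes and 4 kinds of macrophage. A cluster took the class with the largest share of its markers detected in at least 10% of its nuclei and at least 2-fold above the other nuclei, with at least 3 such markers. It stayed unnamed on a tie, or when another class had more markers among its 10 leading genes. Names carry the suffix "-like" because they rest on markers alone. The lists overlapped in part: 5 of the 15 macrophage markers are also in a list for a kind of macrophage, and the lists for adipocyte and progenitor share no gene with another list. All 15 macrophage markers and all 8 markers of lipid-associated macrophages had at least 20 UMIs over the adipocyte-like nuclei.

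Several clustering choices were made after the data were examined. In a first pass at resolution 1, clusters whose median nucleus had under 66.7% of the UMIs of its library's median nucleus, and in which a second class reached 50% of the first class's share of markers, were set apart as mixed low-count clusters and left out of the class measures. The remaining nuclei were corrected for differences between libraries with an own implementation of the Harmony procedure (theta 2, sigma 0.1, lambda 1, 50 soft clusters, 8 rounds) and clustered at resolution 0.5, and macrophage-like nuclei were clustered again alone. Other schemes for setting nuclei apart, correcting and naming were looked at before these were fixed, and class counts per library were seen while choosing and compared with the per-library counts in the supplement of the study. Likeness of the class shares here to those of the study is therefore not independent evidence. For that reason the clustering with the low-count nuclei kept, without the library correction, at the higher resolution of 1 and, for class shares, with both of these changes (the first pass) were added as alternatives, chosen after seeing the data. Markers, gene sets, list rules and the remaining alternatives were chosen before the data were examined, and so were the tests, except those that the closing section names as chosen later.

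Shares of nuclei carry exact Clopper-Pearson 95% intervals. CPM values of a gene in a class were its summed UMIs over all UMIs of that class in the library, scaled to a common total, with exact Poisson 95% intervals, and ratios of 2 libraries carry exact conditional 95% intervals. These intervals cover counting error only, not differences between mice, pools or libraries. Where a count was 0, the limit of 3 counts was used and the ratio is given as a lower bound. Library totals ranged from 22599619 UMIs in CCC to 66615262 in HHC, and adipocyte-like nuclei held the fewest summed UMIs in H and the most in C. As a background for free RNA in the droplets, the CPM of the same gene in mesothelial-like nuclei of the same library was used. It was not scaled to UMIs per nucleus, whose median was higher in adipocyte-like nuclei of each library (4998 against 2782 in CC). The same free RNA per droplet then gives a higher CPM in mesothelial-like nuclei, so subtracting it can remove too much.

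Lists of the 100 genes highest and the 100 lowest by log2 ratio (a prior of 5 UMIs in the smaller library, at least 20 UMIs) were picked in one comparison and measured in another that shared no library with it. The median log2 ratio of a list was set against 10000 random lists of the same size and expression level (20 bins of mean CPM). A percentile of 100 means that no random list had a median as high. For a list that was not shifted, simulated libraries put 0 of 10 down lists and 2 of 10 up lists outside the middle 95% of random lists, and for lists kept at 0.25 of their change they put 5 of 10 and 10 of 10 outside it. Sets of 28 lysosome genes and 26 genes of lipid synthesis and insulin response, fixed beforehand, were measured in the same way. The lysosome set holds 1 of the genes named in the study's text and the lipid set holds 2 of them.

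Summed UMIs per library were tested with the edgeR quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3; TMM factors, filterByExpr) for adipocyte-like, progenitor-like and macrophage-like nuclei. The fit took libraries of one diet state as replicates: C, CC and CCC as chow, H and HH as HFD, and HC and HHC as HFD then chow. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. These replicates differ in age, feeding time and, for chow, in library set and diet. By the methods of the study, controls ate a low-fat diet at first and another chow in the weight loss period. C was thus sampled on another diet than CC and CCC. The test therefore asks what was common to both durations. Tested on simulated data with 200 genes changed by 2 on the log2 scale, the fit called 152 in adipocyte-like, 188 in progenitor-like and 183 in macrophage-like nuclei, with 6, 5 and 15 unchanged genes called. Single nuclei were not used as replicates. DESeq2 1.42.0 was run as an alternative.

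The genes named individually were fixed by a rule: the 10 genes that the study's text names for adipocytes, and in adipocyte-like nuclei the 5 highest and 5 lowest by the smaller log2 ratio of H against C and HH against CC with the same sign, of HC against CC and HHC against CCC, and by the ratio of HCH against CCH. They needed at least 50 UMIs, and adipocyte markers and genes without a symbol were passed over. Of the genes that the rule named, 1 is not reported.

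The alternatives were doublets kept, no upper limit on genes, resolution 0.25, TMM scaling, C in place of CC as the control for HH, free RNA subtracted or genes over 4 times higher in macrophage-like nuclei left out, lists of 50 and 200 genes, minima of 50 UMIs and 1 UMI, RLE factors, no filter on low counts, library set as a term, each library left out in turn, and the added ones above. The other assays of the study were not used here.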

Results

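Nuclei of mouse epididymal adipose tissue, a visceral fat depot beside the testis, were profiled in 9 diet groups with 1 library each. There were no replicates of a group, so no value of a group or of a comparison of 2 libraries has an error between samples. Only the edgeR and DESeq2 fits, which take libraries of one diet state as replicates, use the spread between libraries. Intervals below are 95% and cover counting error only: Clopper-Pearson for shares, exact Poisson for counts scaled to a common total per library (CPM) and exact conditional for ratios of CPM.

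The control groups C, CC and CCC ate chow until 18, 26 and 39 weeks of age. By the methods of the study, C was on the low-fat control diet, while CC and CCC had been changed to another chow. H mice ate a high-fat diet (HFD) for 12 weeks and were 18 weeks old, and HH mice ate it for 25 weeks and were 31 weeks old. Weight loss was induced by going back to chow for 8 weeks, after 12 weeks of HFD in HC (26 weeks old) and after 25 weeks in HHC (39 weeks old). In the last pair of groups, both 30 weeks old, CCH mice had 4 weeks of HFD after chow alone, and HCH mice had 4 weeks of HFD after an earlier cycle of 12 weeks of HFD and 8 weeks of chow. The comparisons were obese against lean (H with C, HH with CC), after weight loss against lean (HC with CC, HHC with CCC) and renewed against first HFD (HCH with CCH). Of these 5, only HH with CC crossed the sequencing sets and it also set 31 against 26 weeks of age, so C, younger but of the same set as HH, was used as a further control there. The obese libraries were all of set S075 and those after weight loss all of S019.

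The deposited matrices held 91687 barcodes with 408905640 UMIs. Library totals were 49693033 UMIs in C, 31387832 in CC, 22599619 in CCC, 40823614 in H, 44579308 in HH, 31921464 in HC, 66615262 in HHC, 61395565 in CCH and 59889943 in HCH. After filtering and doublet removal 74069 nuclei were kept: 11103 in C, 4054 in CC, 5589 in CCC, 9630 in H, 12681 in HH, 5272 in HC, 8995 in HHC, 7128 in CCH and 9617 in HCH. The median UMI count of kept nuclei ranged from 2012 in CCC to 3201 in CCH. Without CCH and HCH, the remaining 7 libraries had 69590 barcodes, 59206 nuclei within the limits and 57324 kept. The limit of 3000 genes removed between 6.92% of barcodes in HH and 24.1% in CCH. Doublet calls ranged from 3.55% in H to 6.99% in C, and in CC and CCC, where the automatic threshold marked 0.0586% and 0.0154%, the highest scores were removed at the expected rate, 4.14% and 5.43%.

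The first clustering gave 41 clusters, of which 5 held nuclei with low counts and markers of several classes and were set apart. This took 53.1% of the nuclei of CCC, 19.9% of HHC, 13.02% of CC, 7.56% of C, 3.70% of HCH, 2.56% of HC, 2.15% of CCH, 1.10% of H and 0.954% of HH. The largest of the 5, with 4545 nuclei, 65.1% of them from CCC, had 8 adipocyte markers beside 4 endothelial markers, so that CCC, the lean control of HHC, kept 2621 of its 5589 nuclei. The other 67075 nuclei formed 19 clusters, 18 of them named, in 11 classes. None of these 19 clusters was named monocyte or dendritic cell, although the first clustering had a cluster of 1410 nuclei named dendritic cell. The unnamed cluster of 2621 nuclei carried 5 dendritic cell markers but also leading genes of another class, and held between 1.36% of nuclei in CC and 7.39% in HCH. Macrophage-like nuclei lay in cluster c0, with 12 of the 15 macrophage markers detected, and cluster c2, with 4. Cluster c0 held 85.6% of the macrophage-like nuclei in C, 86.9% in CC, 85.3% in CCC and 81.5% in CCH, against 53.5% in H, 60.2% in HH, 58.4% in HC, 62.5% in HHC and 60.5% in HCH, with the rest in c2. All shares of nuclei below are of the nuclei in clusters, those set apart excluded.

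The first question was whether macrophages accumulated in obese tissue and whether they were gone after weight loss. Macrophage-like nuclei made up 15.5% (14.8 to 16.2) of nuclei in C, 11.9% (10.8 to 12.997) in CC and 14.5% (13.2 to 15.9) in CCC. In H they made up 57.9% (56.9 to 58.9) and in HH 45.4% (44.5 to 46.3). After weight loss the share was 24.3% (23.1 to 25.5) in HC and 38.5% (37.4 to 39.7) in HHC, both above all 3 chow libraries. It was 24.1% (23.1 to 25.2) in CCH and 36.3% (35.3 to 37.3) in HCH. In percentage points, H exceeded C by 42.4 (41.2 to 43.6), HH exceeded CC by 33.5 (32.1 to 34.9), HC exceeded CC by 12.4 (10.8 to 13.96), HHC exceeded CCC by 24.0 (22.3 to 25.8) and HCH exceeded CCH by 12.1 (10.7 to 13.5). Against C, HH was higher by 29.9 points. Clustering without library correction, at resolution 0.5 or for HH at 1, moved these differences most, except that of HHC. At resolution 0.5 it turned the HC difference over, to −15.9 points, where an unnamed cluster of 1524 nuclei, 83.7% of them from HC, had 2 detected macrophage markers and did not count as macrophage-like. In the first clustering, which had no correction either but a resolution of 1, a cluster of 1349 nuclei, 92.8% of them from HC, had 4 such markers and was named macrophage, and the HC difference was 8.22 points.

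**Figure D1:**
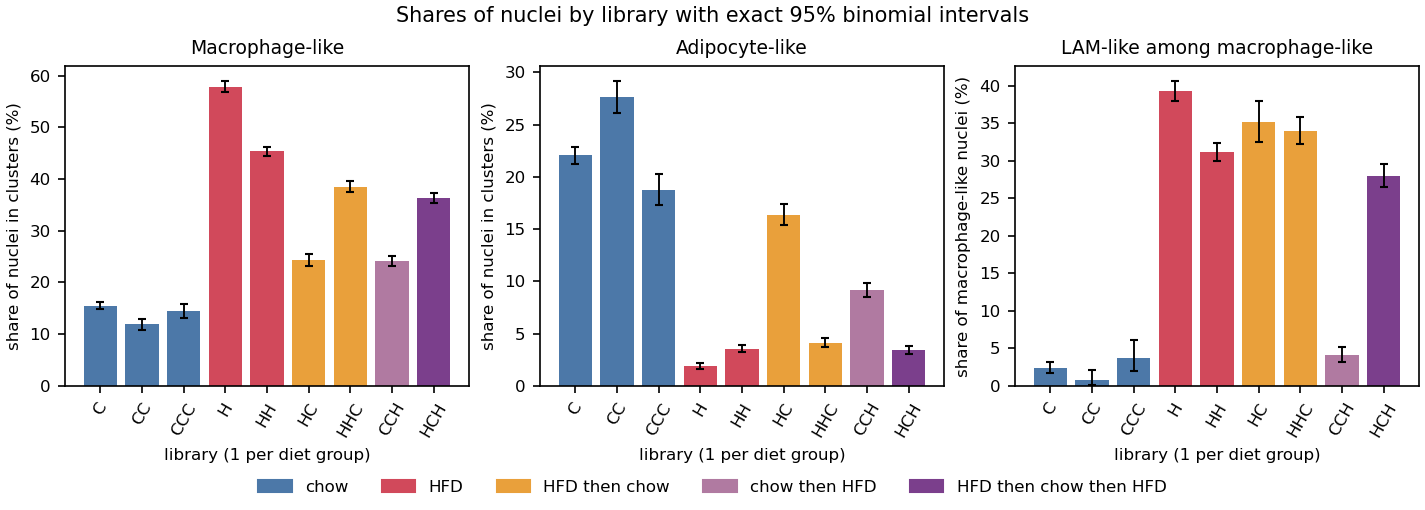
Share of macrophage-like and adipocyte-like nuclei among nuclei in clusters, and of lipid-associated macrophage-like (LAM-like) nuclei among macrophage-like nuclei, in percent, for each of the 9 libraries. Bars are coloured by diet state and error bars are exact 95% binomial intervals for counting error; the macrophage-like share of HC (24.3%) and HHC (38.5%) lies above that of the 3 chow libraries (11.9% to 15.5%).

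Macrophage-like nuclei were also clustered alone, to ask which kinds made up the difference. The 7 clusters were named lipid-associated (LAM, marked by Trem2, Gpnmb and others), perivascular (PVM), non-perivascular (NPVM) and proliferating, and 3 stayed unnamed. LAM-like nuclei were 2.33% (1.65 to 3.20) of macrophage-like nuclei in C, 0.716% (0.148 to 2.08) in CC and 3.68% (2.03 to 6.104) in CCC. Their share was 39.3% (38.0 to 40.6) in H, 31.1% (29.9 to 32.3) in HH, 35.2% (32.6 to 37.9) in HC, 34.0% (32.3 to 35.8) in HHC and 28.0% (26.5 to 29.5) in HCH, and 4.10% (3.20 to 5.16) in CCH. The differences were 36.9 points for H with C, 30.4 for HH with CC, 34.5 for HC with CC, 30.3 for HHC with CCC and 23.9 for HCH with CCH. Clustering without library correction moved them most, except that of H, to 24.2 points in H, 9.35 in HH, 0 in HC, 0.517 in HHC and 0.867 in HCH, so clusters named LAM-like after weight loss and on renewed HFD rest on the correction. In all macrophage-like nuclei of the corrected clustering, LAM-like or not, the levels of LAM markers from CC to HC went from 32.9 to 2350.45 CPM for Gpnmb, from 32.9 to 1136 for Atp6v0d2 and from 2.35 to 104.7 for Trem2, and from CCC to HHC from 131 to 3610.3, from 162 to 1391 and from 34.95 to 242. In the clustering without correction an unnamed cluster of 2920 macrophage-like nuclei, with 1 detected LAM marker (Gpnmb), came to 95.2% from HHC, and most nuclei called macrophage-like in HC with the correction were in no macrophage-like cluster. The higher resolution of 1 gave 18.6, 14.7, 20.02, 16.4 and 12.2 points in the order H, HH, HC, HHC and HCH. PVM-like nuclei went the other way, from 47.1% to 52.5% in the chow libraries and 50.3% in CCH to 10.7% in H, 13.5% in HH, 17.6% in HC, 15.01% in HHC and 23.2% in HCH. NPVM-like nuclei ranged from 25.3% in H to 38.4% in CC and CCC. As a share of macrophage-like nuclei they were not higher on HFD, but as a share of all nuclei in clusters they were 14.6% (13.9 to 15.4) in H against 5.46% (5.02 to 5.91) in C and 14.6% (14.04 to 15.3) in HH against 4.57% (3.90 to 5.31) in CC. Proliferating nuclei ranged from 1.05% in CCC to 5.42% in H and unnamed ones from 7.16% in CC to 19.4% in H.

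Adipocyte-like nuclei made up 22.1% (21.3 to 22.9) of nuclei in C, 27.6% (26.2 to 29.1) in CC and 18.8% (17.3 to 20.3) in CCC. They were 1.90% (1.64 to 2.20) in H, 3.55% (3.23 to 3.89) in HH, 16.4% (15.4 to 17.4) in HC, 4.13% (3.69 to 4.62) in HHC, 9.13% (8.47 to 9.83) in CCH and 3.401% (3.04 to 3.79) in HCH. Summed counts per gene therefore rested on 181 nuclei in H and 298 in HHC but on 2265 in C. Progenitor-like nuclei, adipocyte progenitors and fibro-inflammatory progenitors together, were 21.7% in C and 19.7% in H, but 23.0% in CC and 26.0% in HH. They were 26.5% in HC, 30.8% in HHC, 27.2% in CCH and 24.6% in HCH. Epithelial-like nuclei, which carry markers of the epididymis, were 9.49% in C, 18.4% in CC and 18.2% in CCC, and between 1.28% in HH and 6.45% in CCH elsewhere. The other classes were smaller: mesothelial-like nuclei ranged from 4.16% in H to 9.77% in C, endothelial-like from 4.00% in HH to 11.2% in C, smooth muscle- or pericyte-like from 0.514% in H to 5.28% in HC, T- or NK-like from 0.397% in CC to 5.80% in HHC, B cell-like from 0.380% in C to 3.57% in HHC, lymphatic endothelial-like from 1.11% in HH to 3.64% in CCH and mast cell-like from 0.113% in CC to 1.56% in HH. The T- or NK-like nuclei include a cluster of 287 nuclei, 49.8% of them from HHC, that had 4 B cell markers besides its 7 T or NK cell markers and a median doublet score of 0.152.

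Gene levels were compared in adipocyte-like nuclei as CPM of summed UMIs. The 10 genes named for adipocytes in the text of the study are all protein-coding, and their positions on GRCm38 are as follows. Maob (ENSMUSG00000040147) lies on chromosome X from 16709282 to 16817366 and Tmsb4x (ENSMUSG00000049775) on X from 167207093 to 167209315. Ctsd (ENSMUSG00000007891) lies on chromosome 7 from 142375911 to 142388038, Cyp2e1 (ENSMUSG00000025479) on 7 from 140763739 to 140774987 and Tyrobp (ENSMUSG00000030579) on 7 from 30413760 to 30417585. Runx2 (ENSMUSG00000039153) lies on chromosome 17 from 44495987 to 44814797, Gpam (ENSMUSG00000024978) on 19 from 55067268 to 55127238 and Acacb (ENSMUSG00000042010) on 5 from 114146535 to 114250761. Icam1 (ENSMUSG00000037405) lies on chromosome 9 from 21015985 to 21028817 and Lyz2 (ENSMUSG00000069516) on 10 from 117277331 to 117282321.

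Maob, which encodes monoamine oxidase B, had 189 CPM in adipocyte-like nuclei of C and 45.6 in H, a log2 ratio of −2.05 (−2.56 to −1.59), which moved most, to −2.87, when the mixed low-count nuclei were kept. In HH against CC its ratio was −0.68 (−1.0005 to −0.37), and −1.74 against C and −0.29 with the mesothelial CPM subtracted. After weight loss no difference was detectable at this depth: −0.08 (−0.30 to 0.14) in HC against CC and −0.26 (−0.64 to 0.11) in HHC against CCC. The small HC value changed sign, to 0.01, when libraries were scaled by TMM factors, and the HHC value moved to −0.66 when the mixed low-count nuclei were kept. For HCH against CCH it was −0.91 (−1.20 to −0.63). TMM scaling shifted all log2 ratios of adipocyte-like nuclei by −0.23 in H against C, −0.11 in HH against CC, 0.09 in HC against CC, −0.01 in HHC against CCC and −0.08 in HCH against CCH.

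Ctsd, the gene of the lysosomal protease cathepsin D, was higher in all 5 comparisons, with log2 ratios of 4.22 (4.03 to 4.41) in H, 3.18 (2.98 to 3.397) in HH, 1.80 (1.59 to 2.02) in HC, 3.84 (3.53 to 4.15) in HHC and 2.26 (2.04 to 2.49) in HCH. Its CPM in mesothelial-like nuclei of the same libraries was higher still, 1100.4 in H against 662 in adipocyte-like nuclei and 276 in HC against 184, so free RNA in the droplets was not excluded. Cyp2e1 was lower in all 5, by log2 ratios of −4.61 (−4.99 to −4.25), −2.66 (−2.85 to −2.47), −0.88 (−0.97 to −0.79), −1.72 (−2.02 to −1.42) and −2.64 (−2.85 to −2.43) in the same order. With the CPM of mesothelial-like nuclei subtracted the Cyp2e1 value of HC against CC became 0.01, but this unscaled subtraction can remove too much. Runx2 was higher in all 5, by 2.09 (1.68 to 2.47), 1.98 (1.67 to 2.29), 0.71 (0.39 to 1.04), 1.31 (0.93 to 1.70) and 1.64 (1.26 to 2.03), and its CPM in mesothelial-like nuclei was lower than in adipocyte-like nuclei in each library. With it subtracted the Runx2 value of HC against CC became 0.18. Gpam was lower in all 5, by −1.37 (−1.61 to −1.15), −0.71 (−0.89 to −0.54), −0.43 (−0.56 to −0.29), −0.78 (−1.04 to −0.52) and −1.22 (−1.43 to −1.02), and its HC value was −0.17 without the limit on genes.

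Tyrobp, a gene of myeloid cells, had log2 ratios of 6.83 (5.88 to 7.95) in H, 5.37 (4.60 to 6.26) in HH, 3.12 (1.86 to 4.66) in HHC and 5.28 (4.27 to 6.52) in HCH, and its value of 0.56 (−0.57 to 1.71) in HC was not distinguishable from CC at 16 and 14 UMIs, but moved to 2.14 when the mixed low-count nuclei were kept. Its CPM in mesothelial-like nuclei exceeded that in adipocyte-like nuclei in each of these libraries, for example 163 against 98.5 in H. Lyz2, also a myeloid gene, had 5.38 (5.05 to 5.71), 4.82 (4.50 to 5.15), 1.48 (1.11 to 1.87), 3.49 (3.07 to 3.94) and 3.23 (2.94 to 3.53) in the order H, HH, HC, HHC and HCH and 743 CPM in mesothelial-like against 374 in adipocyte-like nuclei of H. Acacb was lower on HFD, by −2.97 (−3.20 to −2.75) in H, −1.65 (−1.81 to −1.49) in HH and −1.79 (−1.98 to −1.60) in HCH, and was not distinguishable from chow in HC (0.01, −0.08 to 0.09) and HHC (−0.03, −0.19 to 0.13). These moved to 0.27 in HC with the mesothelial CPM subtracted and to −0.49 in HHC with the mixed low-count nuclei kept. Tmsb4x had 2.55 (2.23 to 2.86) in H, 0.04 (−0.15 to 0.23) in HH, −1.38 (−1.61 to −1.16) in HC, 0.72 (0.45 to 0.98) in HHC and 2.46 (2.23 to 2.69) in HCH. The HH value of Tmsb4x was 2.76 against C and −0.07 with TMM factors, and its CPM in the chow libraries was 25.3 in C, 165 in CC and 107 in CCC. Its CPM in mesothelial-like nuclei was higher than in adipocyte-like nuclei in all 9 libraries. Icam1 had 2 to 10 UMIs in the adipocyte-like nuclei of H, HH, HC, HHC and HCH, below its level in mesothelial-like nuclei, and of its 5 intervals only that of HCH against CCH (2.90, 0.94 to 5.40) excluded 0. Its ratio in H changed from −1.08 to 1.29 when the mixed low-count nuclei were kept.

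**Figure D2:**
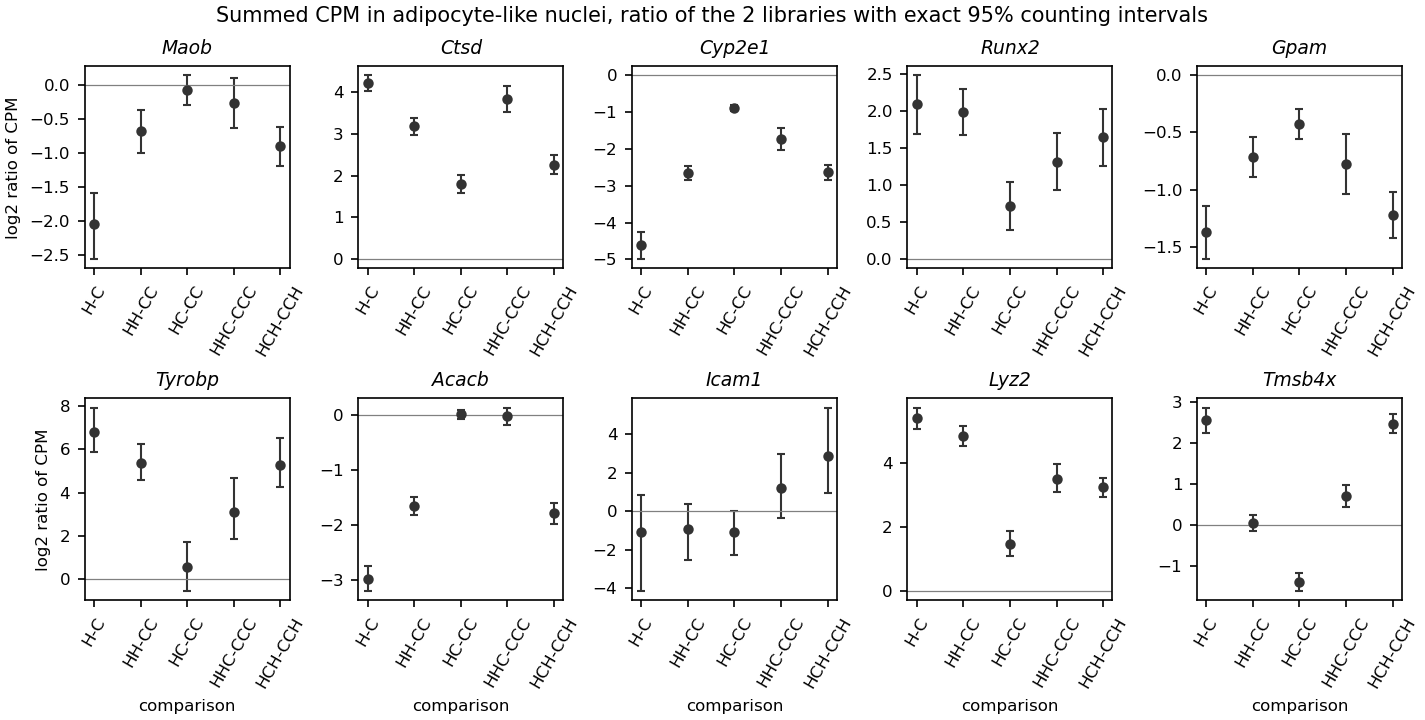
Log2 ratio of CPM in adipocyte-like nuclei (vertical axes, 1 panel per gene) for the 5 comparisons of libraries (horizontal axes). Points are ratios and bars are exact 95% intervals for counting error; Ctsd and Runx2 lie above 0 and Cyp2e1 and Gpam below 0 in all 5 comparisons, while Maob lies near 0 in HC against CC (−0.08).

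The genes that rose most in both HFD comparisons were picked by the rule fixed beforehand. Vwc2l (ENSMUSG00000045648, chromosome 1, 70725715 to 70885397) had log2 ratios of 6.83 (6.44 to 7.23) in H and 8.60 (7.62 to 9.82) in HH, and at most 1.61 CPM in mesothelial-like nuclei of the libraries compared. After weight loss Vwc2l was higher by 1.76 (0.53 to 3.15) in HC and 1.44 (0.97 to 1.94) in HHC, but its 6.08 CPM in HC lay within the chow libraries (5.36 in C, 1.79 in CC and 27.3 in CCC), and only the 74.3 CPM of HHC lay above them. The other 4 were Lyz2 and 3 markers of LAM. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) had 8.35 (7.73 to 9.06) and 5.62 (5.10 to 6.19). Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) had 7.64 (6.97 to 8.40) and 5.09 (4.57 to 5.66). Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) had 7.86 (6.69 to 9.34) and 7.13 (5.76 to 9.02). All 3 had higher CPM in mesothelial-like than in adipocyte-like nuclei of H and HH.

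Among the lowest in both were the following 4. Ncam2 (ENSMUSG00000022762, chromosome 16, 81200697 to 81626828) was at least 31.7-fold lower in H, where it had 0 UMIs, and had a log2 ratio of −6.38 (−11.7 to −3.88) in HH on 1 UMI. Rnf144b (ENSMUSG00000038068, chromosome 13, 47122656 to 47247991) had −4.41 (−5.48 to −3.53) and −3.84 (−4.63 to −3.15). Its mesothelial CPM was 78.6 in HH and 126 in CC against 8.93 and 128 in adipocyte-like nuclei. With it subtracted the HH value became −0.66, but nothing of the adipocyte level was left in HH, so this value cannot judge the fall. Slc2a3 (ENSMUSG00000003153, chromosome 6, 122727809 to 122801640) had −3.28 (−3.80 to −2.80) and −4.38 (−4.87 to −3.93). Dnah3 (ENSMUSG00000052273, chromosome 7, 119922671 to 120095280) had −3.25 (−4.06 to −2.55) and −3.66 (−4.43 to −2.99), and was still lower after weight loss, by −1.16 (−1.41 to −0.92) in HC and −1.85 (−2.24 to −1.47) in HHC. So were Rnf144b, by −1.39 (−1.64 to −1.14) and −2.52 (−3.32 to −1.81), and Slc2a3, by −0.46 (−0.56 to −0.35) and −0.48 (−0.72 to −0.24). Ncam2 was lower in HC, by −1.78 (−2.28 to −1.30), but not distinguishable from CCC in HHC (−2.50, −7.97 to 0.40).

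After weight loss the genes highest in both comparisons were again mainly macrophage genes. Gpnmb had log2 ratios of 5.11 (4.60 to 5.66) in HC and 5.74 (5.24 to 6.28) in HHC, Mmp12 5.03 (4.51 to 5.59) and 5.14 (4.71 to 5.61), and Trem2 4.13 (2.69 to 6.05) and 6.77 (4.90 to 9.83). Atp6v0d2 (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605), a subunit of a lysosomal proton pump and also a LAM marker, had 4.83 (3.75 to 6.17) and 5.38 (3.46 to 8.46), and Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176) had 3.29 (2.15 to 4.67) and 3.39 (2.25 to 4.77). Each of these 5 had a higher CPM in mesothelial-like than in adipocyte-like nuclei of HC and HHC, such as 84.5 against 44.6 for Atp6v0d2 in HC. The HHC value of Mmp12 turned to −1.17 when the mesothelial CPM was subtracted. That CPM was 1243 in HHC against 757 in adipocyte-like nuclei, so nothing was left there and −1.17 cannot show a direction.

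The lowest genes after weight loss rested on 0 to 39 UMIs in HC and HHC. Adcy8 (ENSMUSG00000022376, chromosome 15, 64697084 to 64922296) had −7.82 (−13.1 to −5.33) in HC on 1 UMI and −3.98 (−6.30 to −2.38) in HHC on 3 UMIs. Rmst (ENSMUSG00000112117, a lincRNA on chromosome 10, 92071037 to 92165170) was at least 76.1-fold lower in HC and had −3.63 (−6.73 to −1.67) in HHC. Cfap44 (ENSMUSG00000071550, chromosome 16, 44394796 to 44482428) had −5.76 (−11.1 to −3.23) and −3.31 (−6.43 to −1.32). These 3 genes were between 24.6 and 108.6 times higher in epithelial-like than in adipocyte-like nuclei of CC and CCC. Fgf14 (ENSMUSG00000025551, chromosome 14, 123977907 to 124677127) had −1.95 (−2.49 to −1.45) and −2.90 (−4.15 to −1.85), and Cd24a (ENSMUSG00000047139, chromosome 10, 43578284 to 43584265) had −3.74 (−5.65 to −2.32) and −3.96 (−9.33 to −1.33). The HC value of Cd24a turned to 0.64 when the mesothelial CPM, 14.7 in CC against 15.5 in adipocyte-like nuclei, was subtracted, and the HHC value became −0.17. The HHC value of Fgf14 was −1.66 without the limit on genes.

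Renewed HFD after an earlier cycle was set against a first exposure of 4 weeks in HCH and CCH, to ask whether the earlier obesity changed the response. First by the rule, which ranks by the ratio with a prior of 5 UMIs, was Trdn (ENSMUSG00000019787, chromosome 10, 33080554 to 33476709), with a log2 ratio of 5.31 (4.59 to 6.14) and 192 CPM. Its CPM in chow was 0.346 in C, 5.15 in CC and 144 in CCC. Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015) had 6.57 (4.68 to 9.64) on 85 UMIs against 2, and 3.45 without the limit on genes. Gpnmb had 5.76 (4.75 to 6.99), Mmp12 5.27 (4.44 to 6.25) and Tyrobp 5.28. Among the lowest, Cish (ENSMUSG00000032578, chromosome 9, 107296026 to 107302784) had −6.43 (−11.7 to −3.94) on 1 UMI, and Prm1 (ENSMUSG00000022501, chromosome 16, 10796326 to 10805839) had −4.58 (−6.87 to −3.01) on 3 UMIs. Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) was at least 11.4-fold lower and Akr1b7 (ENSMUSG00000052131, chromosome 6, 34412334 to 34423142) at least 11.1-fold lower, both at 0 UMIs in HCH. In CCH the CPM of Ptgs2 and Akr1b7 was higher in mesothelial-like than in adipocyte-like nuclei, and that of Cish and Prm1 was lower. Cish also had opposite directions in the HFD comparisons, −4.32 (−5.54 to −3.34) in H against C and 2.81 (1.74 to 4.01) in HH against CC, with 197 CPM in C, 2.24 in CC and 17.1 in CCC.

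Whether adipocyte genes changed in obesity stayed changed after weight loss was asked with lists of 100 genes. The genes highest in H against C had a median log2 ratio of 0.22 in HC against CC, and the middle 95% of random lists ran from −0.15 to 0.01. Keeping the mixed low-count nuclei moved this median most, to 1.52. The genes lowest in H against C had a median of −0.24 (random lists −0.11 to 0.04). Of the up list 36% and of the down list 37% were past 0.5 in the same direction, against 7.86% and 11.8% in random lists. In HHC against CCC the H lists had medians of 0.66 (random lists −0.08 to 0.08) and −0.16 (−0.09 to 0.07), with 56% and 31% past 0.5 against 11.3% and 9.82%. The down value became 0.02 without the limit on genes. The lists from HH against CC had medians of 0.70 (−0.08 to 0.09) and −0.74 (−0.09 to 0.10) in HHC against CCC, with 59% and 65% past 0.5 against 12.5% and 13.6%. Picked against C, the down list of HH had a median of −0.15 there and the up list 0.98. In the comparisons that picked them, the medians were 3.18 and −2.25 for H and 3.94 and −2.81 for HH. Means had the same signs as medians in these lists, but that of the genes lowest in H against C was only −0.05 in HC against CC.

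**Figure D3:**
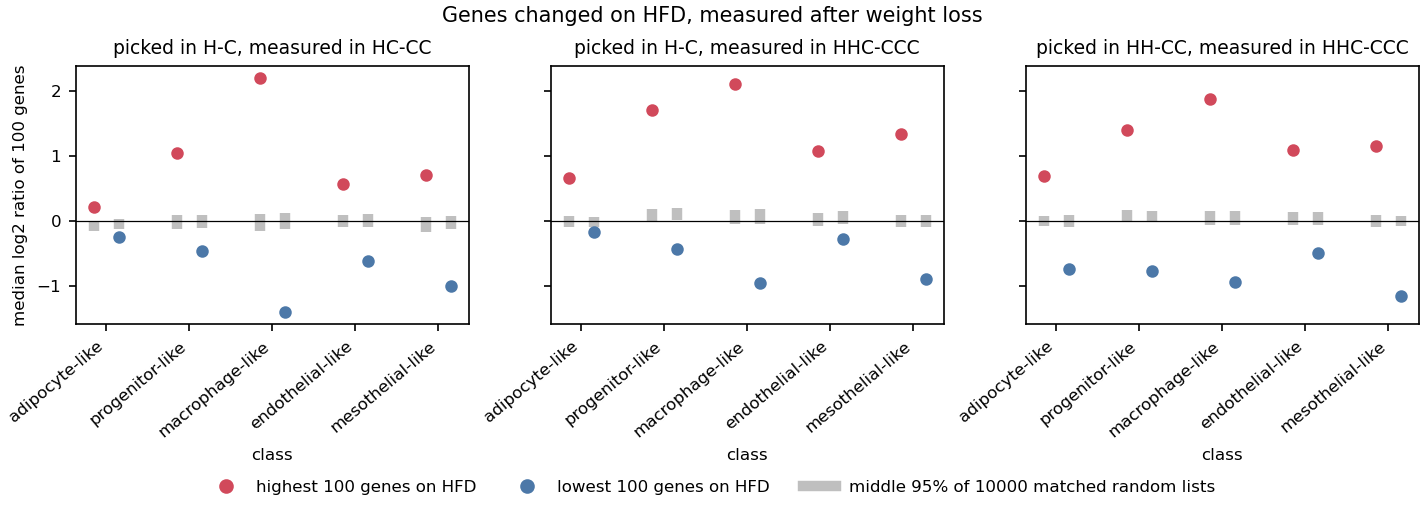
Median log2 ratio after weight loss (vertical axis) of the 100 genes highest and the 100 lowest on HFD, for 5 cell classes (horizontal axis), in 3 pairs of a picking and a measuring comparison. Points are list medians and grey bars the middle 95% of 10000 random lists matched on CPM; all up lists lie above and all down lists below their grey bars, with adipocyte-like medians of 0.22 and −0.24 in the pair H against C and HC against CC.

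Progenitor-like, macrophage-like, endothelial-like and mesothelial-like nuclei were measured in the same way. Their 12 up lists had medians from 0.57 to 2.20 and their 12 down lists from −1.40 to −0.26, all 24 outside the middle 95% of random lists. Medians of up lists ranged from 1.88 to 2.20 in macrophage-like, from 1.05 to 1.71 in progenitor-like, from 0.72 to 1.34 in mesothelial-like and from 0.57 to 1.10 in endothelial-like nuclei. No alternative turned any of these 24 medians over.

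For the question whether obesity raised lysosome genes and lowered metabolic genes in adipocytes, gene sets fixed beforehand were measured. The lysosome set had median log2 ratios of 1.56 in H against C, 1.21 in HH against CC, 0.29 in HC against CC, 1.20 in HHC against CCC and 1.04 in HCH against CCH, each above all random lists. Keeping the mixed low-count nuclei moved the first most, to 3.20. With genes over 4 times higher in macrophage-like nuclei left out, the HC median was 0.02, at percentile 83.7, and those of HHC and HCH were 0.62 and 0.72. The lipid synthesis and insulin response set had medians of −0.07 in H (percentile 52.4 among random lists), −0.34 in HH (2.56), 0.01 in HC (46.1), −0.23 in HHC (0.15) and −0.10 in HCH (35.0). The HH median was −0.25 against C, at percentile 27.3. With the mixed low-count nuclei kept the set was lower in H as well, at −0.71 and percentile 0.04, and in HCH, at −0.37 and percentile 0.1. The median of all genes measured was 0.21 in H, 0.15 in HH, −0.10 in HC, 0.00 in HHC and 0.10 in HCH.

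To test what was common to both durations, libraries of a diet state were taken as replicates in edgeR, 2 on HFD, 2 on HFD then chow and 3 on chow. In adipocyte-like nuclei 2292 of 12659 genes were called for HFD against chow, 1511 higher and 781 lower. Without HH no gene was called (2701 at an unadjusted p under 0.05), without H 19 were called and without CC 714, so the call count rests on both HFD libraries and on CC. With library set as a term the split was 1166 higher and 1098 lower. Only C against CC and CCC, which also differ in age and diet, separates this term from diet state. For HFD then chow against chow only Atp6v0d2 was called by edgeR, with a log2 fold change of 5.40 and an adjusted p of 0.00622, higher in both libraries than in all 3 chow libraries, while 1232 genes had an unadjusted p under 0.05. Its CPM was 44.6 in HC and 40.6 in HHC against 0.605 in C, 1.57 in CC and 0.976 in CCC, but 8.62 in H, and it is among the genes more abundant in mesothelial-like nuclei. Leaving out the genes that are over 4 times higher in macrophage-like nuclei removed Atp6v0d2, and edgeR then called 0 genes, with 1058 at an unadjusted p under 0.05. DESeq2 called 128 with all genes, and edgeR 697 with no filter on low counts and 36 without HC.

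In progenitor-like nuclei edgeR called 2534 of 15488 genes on HFD (1526 higher, 1008 lower) and 158 after weight loss (139 higher, 19 lower). With library set as a term these counts fell to 62 and 17. As the term also takes up age and diet of the chow libraries, the fall cannot be put down to the set alone. In macrophage-like nuclei it called 5330 of 14346 genes on HFD (2875 higher, 2455 lower) and 1243 after weight loss (766 higher, 477 lower), and with library set as a term 2567 and 639. Called in both contrasts with the same sign were 1 gene in adipocyte-like, 119 in progenitor-like and 1099 in macrophage-like nuclei. The contrasts share their chow libraries, and in 20 simulated draws with nothing changed after weight loss at most 2, 3 and 2 genes were called in both. Among the 10 genes named in the text, edgeR called 5 for HFD against chow in adipocyte-like nuclei over all genes tested: Ctsd (log2 fold change 3.43, adjusted p 0.00705), Tyrobp (5.59, 0.00629), Lyz2 (4.55, 0.00783), Runx2 (1.55, 0.0247) and Acacb (−2.42, 0.0403). Adjusted over the list alone there were 7, with Cyp2e1 and Maob added. For HFD then chow the count was 0 over all genes tested and 4 adjusted over the list alone (Ctsd, Lyz2, Runx2 and Tyrobp). The study drew part of this list from these libraries, so the counts adjusted over the list alone are not independent evidence.

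**Figure D4:**
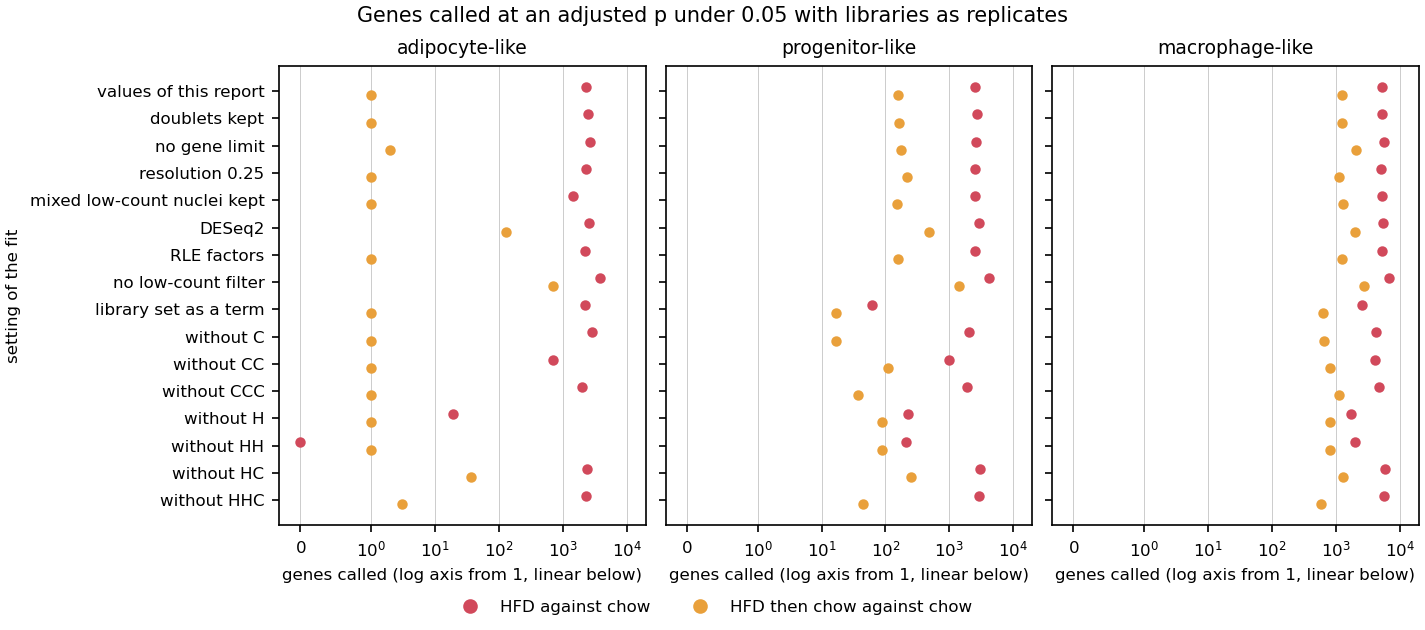
Number of genes called by edgeR or DESeq2 at an adjusted p under 0.05 (horizontal axis, logarithmic from 1 and linear below) for each setting of the fit (vertical axis), with libraries as replicates, in 3 cell classes. Red points are HFD against chow and orange points HFD then chow against chow; in adipocyte-like nuclei the HFD count falls from 2292 to 0 without HH and to 19 without H.

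Lists were also measured on renewed HFD in HCH against CCH. Genes highest in H against C had a median log2 ratio of 1.61 there and genes lowest −0.94, with 92% and 74% past 0.5 against 18.0% and 9.07% in random lists. Genes highest in HC against CC had a median of 0.26, just above the range of random lists (0.02 to 0.25), and genes lowest in HC against CC had 0.10, inside it (0.02 to 0.25). Of those highest in HC, 29 had 0 UMIs in a library measured, and with these at the bound that 3 counts allow the median was 0.17. With 50 genes per list it was −0.00111. Keeping the mixed low-count nuclei moved the median of the genes highest in H most, from 1.61 to 2.88, and took that of the genes lowest in HC to 1.02.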

Values the study reported

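The study reported 15 key cell populations annotated in the epididymal adipose tissue of its mice.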

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

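Of the tests in this part, those on the chow libraries used as controls for Cish, Trdn and Tmsb4x were chosen only after the result was seen. The differences between comparisons below were not tested, since each comparison has 1 library on each side.

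The progenitor-like share was lower in H than in C by −1.95 percentage points and higher in HH than in CC by 3.03, opposite directions that differ by 4.98 points. A rise of the macrophage-like share lowers all other shares of the same library. Among nuclei that were not macrophage-like, progenitor-like nuclei were 46.8% in H against 25.6% in C and 47.7% in HH against 26.1% in CC, a rise of 21.2 points in the first comparison and 21.6 in the second. The opposite directions are therefore consistent with an effect of the rise of the macrophage-like share. The feeding time, 12 or 25 weeks, stays open as an untested biological difference.

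Cish in adipocyte-like nuclei had a log2 ratio of −4.32 in H against C and 2.81 in HH against CC, a difference of 7.14. Values in another class argue against free RNA: with a prior of 5 UMIs, the comparisons differed by 1.63 in mesothelial-like nuclei and by 5.58 in adipocyte-like nuclei. When each HFD library was set against the other chow libraries, 3 of 4 ratios changed sign, and Cish had 197 CPM in C, 2.24 in CC and 17.1 in CCC. A difference between the chow libraries is a candidate explanation. Whether it came from the age of the mice, their diet when sampled, the state of the pool or the library set was not tested.

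Trdn had log2 ratios of 1.09 in HC against CC and −1.87 in HHC against CCC, a difference of −2.97. Free RNA would shift mesothelial-like nuclei the same way, but there the comparisons differed by 1.36, against −2.70 in adipocyte-like nuclei with the prior of 5 UMIs. Against the other chow libraries 3 of 4 ratios changed sign, and Trdn had 0.346 CPM in C, 5.15 in CC and 144 in CCC, so a difference between the chow libraries is a candidate explanation here too. Feeding time and age stay open as untested biological differences.

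Tmsb4x had log2 ratios of −1.38 in HC against CC and 0.72 in HHC against CCC, which differ by 2.10. Mesothelial-like nuclei differed by 1.52 and adipocyte-like nuclei by 2.06 between the comparisons with the prior of 5 UMIs, so free RNA and a change in adipocytes cannot be told apart for this gene. Against the other chow libraries 1 of 4 ratios changed sign, that of HC against C, so a difference between the chow libraries is a candidate explanation for the direction in HC. Feeding time and age again stay open as untested biological differences.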

How the results depend on the processing

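Alternatives with the mixed low-count nuclei kept, without library correction, at resolution 1 and with both of the last 2 changes were chosen only after the result was seen, and all others before the data were examined. Of the alternatives run, 132 of 180 for class shares left the value within its interval, 47 moved it and 1 reversed it, where reversed means that a value whose interval excluded 0 (for lists and sets, one outside the middle 95% of random lists) changed sign. For LAM-like shares 7 of 31 stayed and 24 moved. For the obesity lists in adipocyte-like nuclei 48 of 62 stayed, 13 moved and 1 reversed, and in the other classes 144 of 224 stayed and 80 moved. For renewed HFD 27 of 40 stayed, 12 moved and 1 reversed. For gene sets 50 of 62 stayed and 12 moved, for edgeR counts 55 of 92 stayed within 1.5 times and 37 moved, and for named genes 444 of 547 stayed, 100 moved and 3 reversed. Values that could not be told from 0 or from random lists changed sign as well, 1 for class shares (endothelial-like in HHC, 0.125 to −5.01 points), 1 for gene sets and 6 for named genes (among them Icam1, −1.08 to 1.29 in H and −0.94 to 0.57 in HH, all 3 values named here with the mixed low-count nuclei kept). Where no reason is given below, the cause was not tested. No pairing by mouse was possible because each group was 1 pool of different mice. Libraries could be matched on age and library set (H with C, HC with CC, HHC with CCC), but a fit blocked on such pairs was not run.

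Without library correction the macrophage-like difference was 45.5 points in H, 29.6 in HH, −15.9 in HC and 15.9 in HCH, and the adipocyte-like difference −17.9 in HH, −5.20 in HC and −11.4 in HHC. The HC value turned over as an unnamed cluster, 83.7% from HC, was left out. Without correction and at resolution 1 most such nuclei were in a cluster with enough markers to be named, and the macrophage-like difference was 44.4 in H, 29.1 in HH, 8.22 in HC and 15.4 in HCH, and the adipocyte-like difference −17.8 in HH, −5.17 in HC and −11.3 in HHC. With the correction left out and the resolution kept, LAM-like differences were 24.2 points in H, 9.35 in HH, 0 in HC, 0.517 in HHC and 0.867 in HCH. For HHC, 1 cluster with too few detected markers to be named came to 95.2% from HHC. For HC, 95.5% of the nuclei called macrophage-like with the correction were in unnamed clusters. For H, HH and HCH the cause was not tested. The naming of LAM-like clusters after weight loss therefore depends on the correction.

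With the mixed low-count nuclei kept, the macrophage-like difference was 39.9 points in H and 31.4 in HH, and the adipocyte-like difference −18.7 in H, −26.7 in HH, −14.7 in HC, −21.3 in HHC and −3.81 in HCH. LAM-like differences were 28.0 in H, 22.0 in HH, 27.9 in HC, 19.2 in HHC and 17.4 in HCH. The H up list had 1.52 in HC and 3.04 in HHC, the H down list −0.44 in HHC, and the HH lists 1.58 and −1.30 in HHC. In HCH the H up list had 2.88, and the HC lists 0.55 and 1.02. The lysosome set had 3.20 in H, 2.02 in HH, 0.67 in HC, 2.47 in HHC and 1.85 in HCH, and the lipid set −0.71 in H, −0.46 in HHC and −0.37 in HCH. edgeR called 1465 adipocyte genes on HFD.

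Without the limit on genes the macrophage-like difference was 14.5 points in HC and 13.97 in HCH, the adipocyte-like difference −14.96 in HC, −19.9 in HHC and −13.1 in HCH, and the LAM-like difference 38.5 in H, 40.98 in HC, 37.7 in HHC and 26.2 in HCH. The H down list had −0.43 in HC and 0.0207 in HHC, a reversal, and the HH down list −0.61 in HHC. In HCH the H lists had 2.02 and −1.28 and the HC up list 0.51. The lysosome set had 0.97 in HHC. edgeR called 2 adipocyte and 2093 macrophage genes after weight loss.

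With doublets kept the adipocyte-like difference was −21.2 points in H. At resolution 0.25 the macrophage-like difference was 35.4 in HH and the LAM-like differences 40.5 in H, 33.8 in HH, 37.8 in HC, 33.4 in HHC and 26.3 in HCH. At resolution 1 the latter were 18.6, 14.7, 20.02, 16.4 and 12.2 in the same order.

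With C in place of CC the HH differences were 29.9 points for macrophage-like and −18.5 for adipocyte-like nuclei, and the HH lists had 0.98 and −0.15 in HHC.

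With 50 genes per list the H down list had −0.40 in HC and −0.30 in HHC and the H up list 0.84 in HHC. In HCH the H lists then had 1.79 and −1.22 and the HC up list −0.00111, a reversal. With 200 genes the HH down list had −0.60 in HHC, and in HCH the H lists had 1.40 and −0.74 and the HC up list 0.54. A minimum of 50 UMIs gave 0.54 for the latter.

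With macrophage-heavy genes left out the lysosome set had 0.0165 in HC, 0.62 in HHC and 0.72 in HCH. edgeR then called 0 adipocyte genes after weight loss, because the 1 called gene, Atp6v0d2, was left out (1058 at an unadjusted p under 0.05; DESeq2 with all genes called 128). With free RNA subtracted Cyp2e1 had 0.0115 and Cd24a 0.64 in HC and Mmp12 −1.17 in HHC, all reversals. For Cd24a and Mmp12 the CPM in mesothelial-like nuclei was close to or above that in adipocyte-like nuclei in a library compared (CC and HHC). Little or nothing was left there, so these subtracted values cannot show a direction. For Cyp2e1 the subtraction took 442 of 830 CPM in CC but 60.7 of 451 in HC. Since it was not scaled to UMIs per nucleus, it can remove too much, and 0.0115 cannot show that the fall was free RNA.

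DESeq2 called 128 adipocyte, 484 progenitor and 1975 macrophage genes after weight loss. With no filter on low counts edgeR called 3858 adipocyte and 4135 progenitor genes on HFD, and 697, 1419 and 2791 adipocyte, progenitor and macrophage genes after weight loss. With library set as a term it called 62 progenitor and 2567 macrophage genes on HFD and 17 and 639 after weight loss. That term rests on C against CC and CCC, which also differ in age and diet.

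Leaving out 1 library at a time, where the lone library of a state is assumed to vary like the others, gave between 0 and 2831 adipocyte genes on HFD (0 without HH, 19 without H, 714 without CC; 2701 at an unadjusted p under 0.05 without HH) and between 1 and 36 after weight loss (36 without HC, 3 without HHC). Progenitor genes ranged from 213 to 3024 on HFD (213 without HH, 229 without H, 1000 without CC) and from 17 to 255 after weight loss (17 without C, 37 without CCC, 44 without HHC, 87 without H, 88 without HH, 255 without HC). Macrophage genes ranged from 1740 to 5996 on HFD (1740 without H, 2001 without HH) and from 596 to 1301 after weight loss (596 without HHC, 648 without C, 806 without H, 807 without HH, 811 without CC).

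Depth limits the adipocyte-like values, which rest on 181 nuclei in H and 298 in HHC, and genes with under 4 UMIs in a library had wide intervals.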

Other observations

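Of the tests in this part, those on the mixed low-count nuclei, on library sets for the grouping of HHC and of HC and on UMIs per nucleus at like counts for that of HHC, on free RNA for lipid-associated macrophage (LAM) genes, and on free RNA for the lowest genes (Adcy8, Rmst and Cfap44, Fgf14, Cd24a, Ptgs2 and Akr1b7, Cish and Prm1) were chosen only after the result was seen.

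Macrophage genes in adipocyte-like nuclei were examined for free RNA and for doublets. Of the 15 macrophage markers, 13 were measured in H against C, 14 in HH against CC and 13 in HCH against CCH. As a list they did not rise in adipocyte-like nuclei, with median log2 ratios of −0.02, −1.08 and −0.05 in that order. In each comparison 6 of them were higher. The median over the genes of the difference from mesothelial-like nuclei ranged from −1.17 to 0.28. The tenth of nuclei with most of their UMIs held 29.0% of them in H, 27.2% in HH and 24.3% in HCH, against up to 27.8%, 27.6% and 26.9% when UMIs were dealt at random. Since the list did not rise, neither free RNA nor doublets could be judged on it.

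The 8 LAM markers did rise as a list, but not each of them in each comparison. Of those measured in adipocyte-like nuclei, 7 of 7 were higher in H against C and 8 of 8 in HH against CC. After weight loss 6 of 8 were higher in HC against CC and 7 of 8 in HHC against CCC, and 7 of 7 in HCH against CCH. On HFD the median over the genes of the log2 ratio in adipocyte-like nuclei minus that in mesothelial-like nuclei lay between −0.30 and 0.15, so the rise was like that in mesothelial-like nuclei, which carried Trem2 on chow already (16.2 CPM in C and 10.2 in CC). The markers rose in other classes as well, with median log2 ratios from 3.23 to 3.72 in endothelial-like and from 3.41 to 4.16 in progenitor-like nuclei. A rise in all 4 classes is consistent with free RNA of macrophages. After weight loss the median difference was 0.55 in HC and 0.68 in HHC, a larger rise in adipocyte-like than in mesothelial-like nuclei. The median log2 ratio in HC and HHC was 2.59 and 3.56 in adipocyte-like nuclei. It was higher in progenitor-like nuclei (3.09 and 4.19) and lower in endothelial-like nuclei (2.22 and 2.63). The level of the named LAM genes was higher in mesothelial-like nuclei, so free RNA and expression in adipocytes cannot be told apart after weight loss. The tenth of adipocyte-like nuclei with most of these UMIs held 20.9% of them in H, 22.2% in HH, 25.6% in HC, 18.8% in HHC and 23.3% in HCH. Random dealing gave up to 18.1% in HHC. The list held 2696 UMIs in H and 6828 in HC. Gpnmb and Mmp12 held only 267 and 483 of them in H, and 853 and 782 in HC. Its other genes, Lpl and Cd9 among them, thus weigh in these shares, which cannot judge doublets with macrophages. UMIs more bunched than by chance may come from doublets or from nuclei that differ in expression, and the test does not separate them.

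The shift of the obesity lists in adipocyte-like nuclei after weight loss was set against 3 technical explanations. With genes over 4 times higher in macrophage-like nuclei left out, the up lists stayed at percentile 100 among random lists, the lowest median being 0.16, which argues against free RNA of macrophages as the whole cause. Genes highest in H against C had a median of 0.22 in HC against CC, and neither comparison crosses the library sets, which argues against a difference between the sets. For free RNA of any cell type, 5 of 6 lists had a median in mesothelial-like nuclei under 50% of that in adipocyte-like nuclei thinned to the same total, the genes lowest in H against C measured in HHC against CCC only just, at 0.496 of it. The exception was the list lowest in HH against CC, at 0.895 of it, and for this list free RNA, or a change common to both classes, stays open. The up lists had medians of only 19, 35 and 20 UMIs per gene in mesothelial-like nuclei. At such counts the prior of 5 UMIs draws ratios towards 0, so the up lists argue less strongly here. A retained change in adipocytes is a hypothesis that these data leave open, found and tested on the same 9 libraries, with pool and tissue composition untested. Age was matched in H against C, HC against CC and HHC against CCC, which argues against age for the lists from H against C. It was not matched in HH against CC, so age stays open for those lists.

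The macrophage-like share after weight loss was checked against filtering. Without the limit of 3000 genes the lower of HC and HHC was 24.6%, against at most 14.3% in the chow libraries, and with the mixed low-count nuclei kept it was 23.1% against at most 14.3%. Neither filter explains the higher share. The grouping used does matter for HC, where the difference was −15.9 points without library correction at resolution 0.5, with most such nuclei in an unnamed cluster, and 8.22 without it at resolution 1.

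When clustered without library correction, adipocyte-like nuclei of HHC grouped with those of H, HH and HCH, and those of HC with those of CC. The cluster that held most H nuclei held 96.3% (93.5 to 98.1) of those of HHC, 99.1% of HH and 92.1% of HCH, but at most 1.42% of those of CC, CCC and HC, which are of the library set of HHC. This argues against a difference between the sets for HHC. Among nuclei with UMI counts in the middle 50% of those of HHC, it held 96.6% (92.3 to 98.9) of those of HHC, 0% of C and 0.8% (0.0970 to 2.86) of CCH, which argues against a difference in UMIs per nucleus as the whole cause. The cluster that held most CC nuclei held 98.6% of those of HC, but also 99.2% of C and 92.2% of CCH, both of the other set, so the library sets do not explain why HC lies there.

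Nearest neighbours, taken over equal numbers of H, HH, C and CC nuclei, gave a less sharp picture. With all genes, those of HHC were 20.4% H, 20.1% HH, 17.8% C and 41.7% CC nuclei, and the share of CC, of its own set, may hold a part that comes from the set. H and HH together came to 40.4% (35.8 to 45.1, over nuclei), against 0.626% (0.324 to 0.928) for HC, to 33.1% against 0.258% with macrophage-heavy genes left out, and to 8.36% against 0.773% with nuclei thinned to a fixed number of UMIs. The share of H and HH was under 50% already with all genes, so leaving out macrophage-heavy genes decides nothing, and free RNA of macrophages and a longer lasting effect of 25 weeks of HFD cannot be told apart for HHC. For HC, 61.0% of the neighbours were CC and 38.4% C nuclei, but 39.6% and 59.7% with nuclei thinned, so no preference between these chow libraries can be stated.

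Adcy8, Rmst and Cfap44 fell after weight loss in mesothelial-like nuclei too, with median log2 ratios of −1.75 or lower, and were at least 24.6 times higher in epithelial-like than in adipocyte-like nuclei, consistent with free RNA of epithelial cells, whose share was lower in HC and HHC. Free RNA would reach droplets of all classes. Fgf14 in macrophage-like, endothelial-like and progenitor-like nuclei together was at 0.322 (0.238 to 0.430) of its level in adipocyte-like nuclei in CC and 0.113 (0.0563 to 0.209) in CCC, and in epithelial-like nuclei at 0.411 and 0.949 of it, which argues against free RNA of epithelial cells as the whole cause. In mesothelial-like nuclei, however, Fgf14 had 50.9 CPM in CC and 158 in CCC, against 43.7 and 41.0 in adipocyte-like nuclei. Free RNA from another source is therefore not excluded. The difference of Fgf14 stays open, with 1 library on each side. Cd24a was at 1.16 (0.828 to 1.62) and 1.19 (0.673 to 2.14) of its adipocyte level in those classes and at 1.62 and 5.19 of it in epithelial-like nuclei, so free RNA and a change in adipocytes cannot be told apart for this gene on so few UMIs. Ptgs2 and Akr1b7 were lower in mesothelial-like nuclei of HCH as well, with a median log2 ratio of −2.88, and their level in adipocyte-like nuclei of CCH was at most 0.584 times that in mesothelial-like nuclei, which is consistent with free RNA. Cish and Prm1 were at least 2.77 times higher in adipocyte-like nuclei of CCH than in mesothelial-like and epithelial-like nuclei, which argues against free RNA for these 2 genes. Their difference between HCH and CCH stays open, as 1 library stands on each side.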
